# Loss of histone methyltransferase SETD1B in oogenesis results in the redistribution of genomic histone 3 lysine 4 trimethylation

**DOI:** 10.1093/nar/gkac051

**Published:** 2022-02-07

**Authors:** Courtney W Hanna, Jiahao Huang, Christian Belton, Susanne Reinhardt, Andreas Dahl, Simon Andrews, A Francis Stewart, Andrea Kranz, Gavin Kelsey

## Abstract

Histone 3 lysine 4 trimethylation (H3K4me3) is an epigenetic mark found at gene promoters and CpG islands. H3K4me3 is essential for mammalian development, yet mechanisms underlying its genomic targeting are poorly understood. H3K4me3 methyltransferases SETD1B and MLL2 (KMT2B) are essential for oogenesis. We investigated changes in H3K4me3 in *Setd1b* conditional knockout (cKO) oocytes using ultra-low input ChIP-seq, with comparisons to DNA methylation and gene expression analyses. H3K4me3 was redistributed in *Setd1b* cKO oocytes showing losses at active gene promoters associated with downregulated gene expression. Remarkably, many regions also gained H3K4me3, in particular those that were DNA hypomethylated, transcriptionally inactive and CpG-rich, which are hallmarks of MLL2 targets. Consequently, loss of SETD1B disrupts the balance between MLL2 and *de novo* DNA methyltransferases in determining the epigenetic landscape during oogenesis. Our work reveals two distinct, complementary mechanisms of genomic targeting of H3K4me3 in oogenesis, with SETD1B linked to gene expression and MLL2 to CpG content.

## INTRODUCTION

Histone 3 lysine 4 trimethylation (H3K4me3) is a hallmark of active gene promoters and is among the most conserved eukaryotic epigenetic modifications (1–3). Despite high concordance with promoter activity, the function of H3K4me3 in gene regulation remains enigmatic (4). Loss of H3K4me3 has surprisingly little impact on global transcription in several contexts (5,6). In mammalian cells, H3K4me3 is not only correlated with gene transcription but also strongly associated with CpG islands irrespective of transcriptional activity (7). Some studies indicate a role for H3K4me3 in transcriptional induction (8) as well as the maintenance of transcriptional activity (9). However, H3K4me3 has been paradoxically associated with gene repression in yeast (5,10) and global transcriptional silencing in mouse oocytes (11). In contrast to doubts regarding its role in the regulation of transcription, H3K4me3 serves to prevent the imposition of repression either by Polycomb-Group action (12) or by DNA methylation, as it inhibits binding of *de novo* DNA methyltransferases (DNMTs) at gene promoters and CpG islands (13,14). Indeed, before zygotic genome activation in zebrafish development, H3K4 methylation appears to prevent DNA methylation rather than serving a direct role in transcription (15).

Due to the importance of H3K4me3 in development, fertility and disease, there is a need to understand the mechanisms that govern the placement and maintenance of H3K4me3 in chromatin. Several mechanisms that do not rely on positioning by sequence-specific DNA binding proteins (i.e. transcription factors) have been identified. In yeast, the sole H3K4 methyltransferase, Set1 (10,16), associates with both serine 5 and serine 2 phosphorylated forms of elongating RNA polymerase II (17) and the size of the H3K4me3 promoter peak closely correlates with mRNA production indicating that H3K4me3 deposition is a consequence of transcription (18,19). The yeast Set1 complex, termed either Set1C or COMPASS, is highly conserved in evolution (16,20–22). It includes a subunit involved in chromatin targeting, Spp1 (in mammals, CXXC1 or CFP1), which contains a PHD finger that binds to H3K4me3 (8,14,23,24), and potentially directs Set1C binding to active promoters. CXXC1, which is a subunit of the mammalian SETD1A and SETD1B complexes, also includes the CxxC zinc finger that binds the other hallmark of mammalian promoters—unmethylated CpG dinucleotides (7,25,26).

In mammals, the mechanisms that target H3K4me3 in chromatin have been additionally challenging to disentangle because mammals have six partially redundant H3K4 methyltransferase enzymes (SETD1A, SETD1B, MLL1 [also known as KMT2A], MLL2 [also known as KMT2B], MLL3 [also known as KMT2C] and MLL4 [also known as KMT2D]) (22,27–29). Each of these H3K4 methyltransferases forms a complex with a common set of four scaffold proteins: WDR5, RbBP5, ASH2L and DPY30 (16,22,30–32). Structures of these highly conserved quintets have recently been solved (33). Although CXXC1 is only found in the SETD1A and SETD1B complexes, MLL1 and MLL2 include the same combination of a PHD finger that binds H3K4me3 and a CxxC zinc finger that binds unmethylated CpG dinucleotides. Hence, at least four of the six complexes can potentially bind to CpG island promoters without reliance on guidance by a DNA sequence-specific transcription factor. Despite this insight, we still have a poor understanding of the differential recruitment of the six H3K4 methyltransferases across genomic regions and in differing cell types. Furthermore, we are far from understanding the distinct functional specificities of the six mammalian H3K4 methyltransferases (27,29,34–36).

Murine oogenesis presents a unique window into the epigenetic mechanisms that reset the genome for launching the developmental program, and this resetting critically relies on H3K4 and DNA methylation. In the oocyte, our previous work established that SETD1A, MLL1 and MLL3 are not required and only SETD1B, MLL2 and at least one more as yet unidentified H3K4 methyltransferase are required (11,27,37). CXXC1 is essential for oogenesis, presumably to support SETD1B function, given the similarities in phenotypes of oocyte-specific *Cxxc1* and *Setd1b* knockouts (37–39). We recently demonstrated the power of ultra-low input native ChIP-seq (ULI-nChIP-seq) in *Mll2* conditional knockout (cKO) oocytes to elucidate the changes in the H3K4me3 landscape (40). Specifically, we identified that MLL2 was responsible for deposition of H3K4me3 at transcriptionally silent, unmethylated genomic regions, dependent on the underlying CpG density, thus giving rise to the characteristic broad domains of H3K4me3 in mouse oocytes (41,42), but had relatively little impact on the oocyte transcriptome. Conditional deletion of *Setd1b* in oocytes altered the oocyte transcriptome without changing H3K4me3 abundance as evaluated by immunofluorescence (37). Loss of SETD1B in oogenesis results in increased atretic follicles, meiotic spindle defects and zona pellucida defects, and upon fertilization, failure to progress past the 2-cell stage (37). Having established that MLL2 deposits the majority of H3K4me3 across the oocyte genome shortly before global transcriptional silencing, here we address the role of SETD1B in establishing the oocyte H3K4me3 landscape using ULI-nChIP-seq.

## MATERIALS AND METHODS

### Sample collection

Experiments were performed in accordance with German animal welfare legislation, and were approved by the relevant authorities, the Landesdirektion Dresden.

We conditionally mutated *Setd1b* during oocyte development by crossing the *Setd1b* conditional line with the *Gdf9*-Cre line, which excises from early folliculogenesis onwards (43). The *Setd1b* conditional line as well as the Cre deleter are maintained in C57BL/6OlaHsd background. To obtain *Setd1b^FD^*^/+;^*Gdf9*-Cre males, *Setd1b^FD^*^/FD^ females were crossed with Gdf9-Cre males. Then these males were crossed to *Setd1b^FD^*^/FD^ females resulting in offspring with the genotype *Setd1b^FDC^*^/FDC^;*Gdf9*-Cre (*Setd1b* cKO females) and *Setd1b^FD^*^/FD^ or *Setd1b^FDC^*^/+^;*Gdf9*-Cre (*Setd1b* WT females) (37).

Ovaries were collected from 21-day-old females and digested with 2 mg/ml collagenase (Sigma) and 0.02% trypsin solution, agitated at 37°C for 30 min. GV oocytes were collected in KSOM medium (Millipore) and washed with PBS. Four GV oocytes for each genotype were collected for single cell RNA-seq (scRNA-seq). Approximately 100 GV oocytes were collected for each of three biological replicates of each genotype for post-bisulfite adaptor tagging (PBAT). Approximately 200 GV oocytes were collected for each of four biological replicates of each genotype for H3K4me3 ULI-nChIP-seq. All molecular experiments were performed as previously described (40) but are described in brief below.

### Preparation of scRNA-seq libraries

Cells were lysed and RNA was reverse transcribed and amplified according to the SMARTer Ultra Low RNA Kit for Illumina Sequencing (version 1, Clontech). Libraries were prepared from cDNA using the NEBNext Ultra DNA library preparation for Illumina sequencing with indexed adaptors (New England Biolabs). Library preparation failed for one replicate of *Setd1b* WT. Libraries were multiplexed for 75 bp single-read sequencing on an Illumina HiSeq 2000.

### Preparation of PBAT libraries

Cells were lysed with 0.5% SDS in EB buffer and bisulfite treated with the Imprint DNA Modification Kit (Sigma). The resulting DNA was purified using columns and reagents from the EZ DNA Methylation Direct Kit (Zymo Research). First-strand synthesis was performed with Klenow Exo- enzyme (New England Biolabs) using a customized biotin-conjugated adaptor containing standard Illumina adaptor sequences and 9 bp of random sequences (9N), as previously described (40). Following exonuclease I (New England Biolabs) treatment and binding to Dynabeads M-280 Streptavidin beads (Thermo Fisher Scientific), second-strand synthesis was performed with Klenow Exo- enzyme (New England Biolabs) using a customized adaptor containing standard Illumina adaptor sequences and 9 bp of random sequences. Ten PCR cycles with Phusion High-Fidelity DNA polymerase (New England Biolabs) were used for library amplification with indexed adaptors. Libraries were multiplexed for 100-bp paired-end sequencing on an Illumina HiSeq 2500.

### Preparation of ULI-nChIP-seq libraries

The ULI-nChIP-seq protocol was performed using our previous protocol (40), which incorporates several adaptions from the original published protocol (44). Samples were thawed on ice and permeabilized using nuclei EZ lysis buffer (Sigma) and 0.1% Triton-X-100/0.1% deoxycholate. Micrococcal nuclease digestion was completed with 200 U of micrococcal nuclease (New England Biolabs) at 21°C for 7.5 min. Chromatin samples were precleared in complete immunoprecipitation buffer with Protein A/G beads rotating for 2 h at 4°C. For each sample, 125 ng of anti-H3K4me3 antibody (Diagenode, C15410003) was bound to Protein A/G beads in complete immunoprecipitation buffer for 3 h rotating at 4°C. Chromatin was then added to the antibody-bound beads and samples were rotated overnight at 4°C. Chromatin-bound beads were washed with two low-salt washes and one high-salt wash, and DNA was then eluted from the beads at 65°C for 1.5 h. Eluted DNA was purified with solid-phase reversible immobilization (SPRI) purification with Sera-Mag carboxylate-modified Magnetic SpeedBeads (Fisher Scientific) at a 1.8:1 ratio. Library preparation was completed using the MicroPlex Library Preparation kit v2 (Diagenode) with indexed adaptors, as per the manufacturers guidelines. Libraries were multiplexed for 75 bp Single End sequencing on an Illumina NextSeq500.

### Library mapping and trimming

Fastq sequence files were quality and adaptor trimmed with trim galore v0.4.2 using default parameters. For PBAT libraries, the -clip option was used. Mapping of ChIP-seq data was performed with Bowtie v2.2.9 against the mouse GRCm38 genome assembly. The resulting hits were filtered to remove mappings with a MAPQ scores < 20. Mapping of RNA-seq data was performed with Hisat v2.0.5 against the mouse GRCm38 genome assembly, as guided by known splice sites taken from Ensembl v68. Hits were again filtered to remove mappings with MAPQ scores < 20. Sequencing depths for all libraries are provided in Supplementary Table S1.

Mapping and methylation calling of bisulphite-seq data were performed using Bismark v0.16.3 in PBAT mode against the mouse GRCm38 genome assembly. Trimmed reads were first aligned to the genome in paired-end mode to be able to detect and discard overlapping parts of the reads while writing out unmapped singleton reads; in a second step remaining singleton reads were aligned in single-end mode. Alignments were carried out with Bismark (45) with the following set of parameters: (i) paired-end mode: –pbat; (ii) single-end mode for Read 1: –pbat; (iii) single-end mode for Read 2: defaults. Reads were then deduplicated with deduplicate_bismark selecting a random alignment for positions that were covered more than once. Following methylation extraction, CpG context files from PE and SE runs were used to generate a single coverage file (the ‘Dirty Harry’ procedure).

### Publicly available datasets

Publicly available datasets were downloaded from Gene Expression Omnibus (GEO), including: H3K27me3 and H3K27ac ChIP-seq in GV oocytes, H3K4me3 ChIP-seq from d5 non-growing oocytes, d10 growing oocytes, d15 GV oocytes, d25 GV oocytes, *Dnmt3* cDKO and *Dnmt3* WT GV oocytes, and RNA-seq from *Mll2* cKO and WT GV oocytes (GSE93941) (40), RNA-seq for GV oocytes (GSE70116) (46), RNA-seq from size-selected oocytes (GSE86297) (47), RNA-seq from *Setd1b* cKO and WT MII oocytes (GSE85360) (37), RNA-seq from *Cxxc1* cKO and WT GV oocytes (GSE85019) (39), H3K4me3 ChIP-seq and bisulfite-seq from *Cxxc1* cKO and WT GV oocytes (GSE159581) (48), and bisulfite-seq from d12 and d15 GV oocytes (GSE72784) (41). All raw data files were mapped and trimmed using the pipelines described above.

### ChIP-seq analysis

Running windows (5 kb) were used for quantitative analysis of H3K4me3 ChIP-seq data using RPKM, with mapping artifacts excluded from analysis (RPKM > 4 in any input sample). Poor quality H3K4me3 ChIP-seq libraries were excluded from analysis, which included one replicate of *Setd1b* WT and one replicate of *Setd1b* cKO. Poor enrichment was defined as a cumulative distribution plot reflecting a signal-to-noise similar to input and presenting as an outlier in hierarchical clustering. For all subsequent analyses, including the use of publically available H3K4me3 ChIP-seq data, valid 5 kb windows were quantitated using enrichment normalization of RPKM in SeqMonk, as previously described (40). LIMMA statistic (*P* < 0.05 corrected for multiple comparisons) was used to identify differentially enriched H3K4me3 windows between *Setd1b* cKO and WT GV oocytes, using an average normalized RPKM for replicates within each group. Overlapping TSSs and promoters (TSS ±500 bp) were classified as previously described (40). In brief, active promoters were defined as those marked with H3K27ac or transcripts with FPKM > 1 in GV oocytes, weak promoters were defined those transcripts with an FPKM between 0.1 and 1, and inactive promoters were defined as those transcripts with undetectable gene expression (FPKM < 0.1), fell within a DNA methylated domain in GV oocytes (46) or marked with H3K27me3.

### RNA-seq analysis

RNA-seq datasets were quantitated using the RNA-seq quantitation pipeline in Seqmonk, over previously defined oocyte transcripts (46). Transcript isoforms were merged for all analyses. A correlation matrix between replicates is provided in Supplementary Table S2. Differentially expressed genes (DEGs) were identified in four comparisons using DESeq2 (*P* < 0.05 corrected for multiple comparisons) and a >2-fold change in expression: (i) *Setd1b* cKO and WT GV oocytes, (ii) 10–30 μm oocytes (non-growing oocytes) and GV oocytes, (iii) *Cxxc1* cKO and WT GV oocytes, and (iv) *Mll2* cKO and WT GV oocytes. Fold enrichment for genes upregulated in oogenesis and DEGs among the *Setd1b, Cxxc1* and *Mll2* cKOs was calculated relative to all oocyte transcripts and increase in observed over expected overlap between DEGs from different conditions was statistically compared using Chi-square. Gene ontology analysis was done using DAVID (https://david.ncifcrf.gov/) for up- and downregulated DEGs, using the default settings with the addition of the UP_TISSUE category.

### Sequence composition analysis

Dimer composition of candidate 5 kb windows (gains and losses of H3K4me3 in *Setd1b* cKO and a random set) was assessed using compter (https://www.bioinformatics.babraham.ac.uk/projects/compter/). The mouse genome was used as the background and values were expressed as log2 observed/expected. Enrichment values for each dimer in each condition were summarized by taking the mean, and the difference in mean log ratio (*Setd1b* cKO - Random) was calculated and plotted.

### DNA methylation analysis

DNA methylation datasets were analysed using 100-CpG running windows, with a minimum coverage of at least 10-CpGs, using the bisulfite-seq quantitation pipeline in SeqMonk. Differentially methylated regions (DMRs) were identified between *Setd1b* cKO and WT GV oocytes using logistic regression (*P* < 0.05 corrected for multiple comparisons) and a > 20% difference in methylation.

## RESULTS

### Loss of SETD1B in oogenesis results in gains and losses of H3K4me3

In order to evaluate the role of SETD1B in the H3K4me3 landscape in oocytes, we isolated fully-grown germinal vesicle (GV) oocytes from the ovaries of 21-day-old mice after oocyte-specific ablation of *Setd1b* driven by *Gdf9*-Cre (37,43). 

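GV oocytes are fully grown oocytes whose nucleus has not yet resumed meiosis. In the cKO, Cre recombinase expressed from the *Gdf9* promoter removes the floxed part of *Setd1b* in growing oocytes, and the WT oocytes carried floxed alleles without Cre. H3K4me3 was profiled by ULI-nChIP-seq, in which native chromatin from few cells is digested with micrococcal nuclease and precipitated without crosslinking. The H3K4me3 libraries of d21 GV oocytes were cKO replicates 1, 3 and 4 and WT replicates 1, 2 and 4, and input libraries, sequenced without precipitation, were available for replicates 1 and 4 of each genotype. The authors mapped the reads to GRCm38, left out windows with a high input, and gave each H3K4me3 library as enrichment-normalized RPKM in 544879 windows of 5 kb. This normalization shifts and scales each library so that the 40th percentile (1.23 normalized RPKM) and the 99th percentile (6.77 normalized RPKM) are the same in all 6 libraries. Every value was a library's value at 0 reads plus a whole number of equal steps, so the reads behind each window could be recovered. The windows held 12765905, 11908069 and 29041174 reads in cKO replicates 1, 3 and 4, and 13085547, 10856015 and 32775874 reads in WT replicates 1, 2 and 4. The median window held 11 reads in cKO replicate 1 and 47 reads in cKO replicate 4, so that counting error is large in single windows of the shallower libraries. The value at 0 reads was 0.785, −1.02 and −0.70 normalized RPKM in cKO replicates 1, 3 and 4, and 0.810, −0.0359 and 0.2996 normalized RPKM in WT replicates 1, 2 and 4. Libraries with a lower value at 0 reads were less enriched over background: the 99th percentile held 13.5, 3.47 and 3.88 times the reads of the 40th percentile in cKO replicates 1, 3 and 4, and 14.3, 5.38 and 6.97 times in WT replicates 1, 2 and 4. Differences between cKO and WT were tested in each window with limma (moderated test without an intensity trend, Benjamini-Hochberg adjustment over all windows) on the values as deposited, without a log transformation. The paper's text names the LIMMA statistic, the corrected threshold and the normalized RPKM of the groups for these windows, and does not name a log transformation or the variance model.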

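*Setd1b* lies on chromosome 5 of GRCm38 from 123142193 to 123168629 on the forward strand. The 5 kb window with its transcription start site (TSS), from 123140001 to 123145000, had 4.50, 4.66 and 3.93 normalized RPKM of H3K4me3 in cKO replicates 1, 3 and 4, and 7.56, 7.65 and 6.11 normalized RPKM in WT replicates 1, 2 and 4. The mean was 4.36 ± 0.385 normalized RPKM (SD, n = 3) in cKO and 7.11 ± 0.861 normalized RPKM (SD, n = 3) in WT. The difference was −2.74 normalized RPKM (standard error 0.465, adjusted p = 0.0332 from limma with Benjamini-Hochberg adjustment). Every cKO library was below every WT library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). On the log2(value + 1) scale the same window had a difference of −0.59 and was not called (adjusted p = 0.216 from limma, with adjusted p between 0.0157 and 0.216 over the alternatives that did not use the replicate number). The window was called without cKO replicate 1 and not without any other single library, with a difference between −3.24 and −2.47 and adjusted p between 0.0612 and 0.128 from limma in those 5 fits. In the next window, from 123145001 to 123150000, which also overlaps the lincRNA gene *Gm26745*, H3K4me3 was 2.88 normalized RPKM in cKO and 8.47 normalized RPKM in WT, a difference of −5.59 (standard error 0.571, adjusted p = 0.0124 from limma). The other 4 windows over the gene were not called, with adjusted p between 0.588 and 0.919 from limma.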

Pools of approximately 200 oocytes were collected and processed for ULI-nChIP-seq (40). The genome-wide distribution of H3K4me3, assessed using 5 kb running windows, differed only modestly between *Setd1b* cKO (*N* = 3) and *Setd1b* WT (*N* = 3) GV oocytes (Figure 1A,B and Supplementary Figure S1A, S1B), in concordance with the observations made by immunofluorescence (37). However, the biological replicates for *Setd1b* cKO separated from WT in a hierarchical cluster (Supplementary Figure S1A), and we identified 3.6% of the genome that exhibited significant gains or losses of H3K4me3 (Figure 1A,B). 

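Pearson's r between the group means of cKO and WT over the 544879 windows was 0.886, and Spearman's rho was 0.865. These are correlations across windows, which are not independent replicates. Between single libraries, r ranged from 0.907 to 0.942 among the WT replicates and from 0.802 to 0.864 among the cKO replicates. Between a cKO and a WT library it ranged from 0.738 (cKO replicate 3 with WT replicate 1) to 0.893 (cKO replicate 1 with WT replicate 1). The cKO replicates thus differed more among themselves than the WT replicates did, and cKO replicate 1 was closer to WT replicate 1 than to either other cKO replicate. The r of the group means moved most when cKO replicate 1 was left out, to 0.843.

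**Figure D1:**
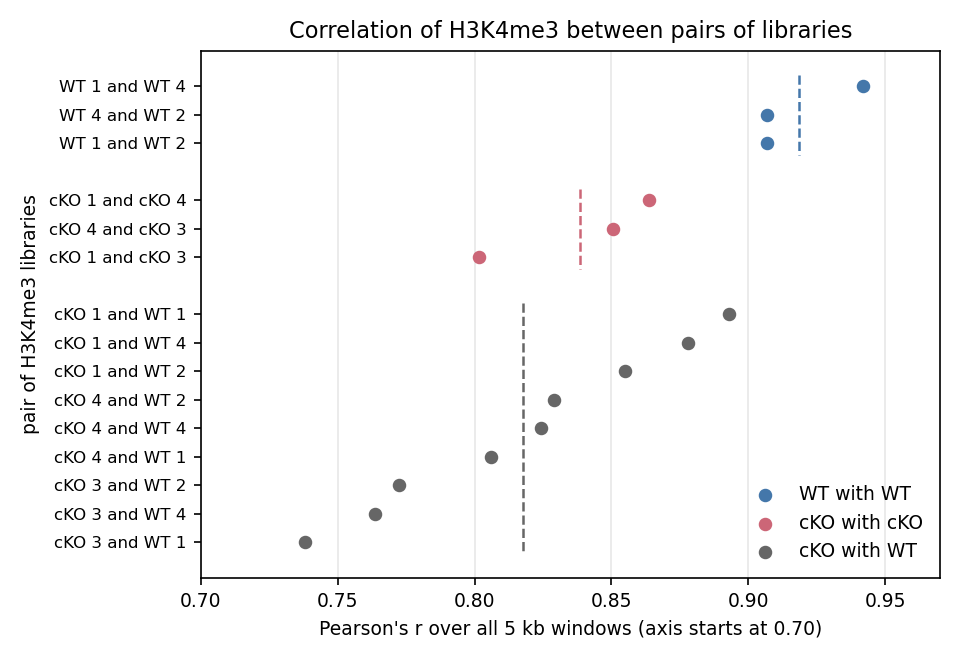
Pearson's r over all 5 kb windows for each pair of H3K4me3 libraries (points, x axis starting at 0.70), with each pair named on the y axis by genotype and replicate number. Dashed lines mark the mean of the WT pairs (blue), the cKO pairs (red) and the pairs of cKO with WT (grey); the pairs of cKO with WT span 0.738 to 0.893 and overlap the cKO pairs.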

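In average-linkage clustering of the 6 libraries on 1 − r over all windows, WT replicates 1 and 4 joined at a distance of 0.0579, followed by WT replicate 2 at 0.0932 and cKO replicate 1 at 0.125. cKO replicates 3 and 4 joined each other at 0.149, and these 2 branches joined at 0.200. The mean r within genotypes was 0.879 and the mean r between genotypes 0.818. The difference of 0.0608 was the largest among the 10 splits of the libraries into 3 and 3 (exact permutation test, one-sided, p = 0.1, the smallest p these splits allow). With cKO replicate 1 left out, the genotypes formed separate branches, and with any other library left out they did not. With any 1 of the WT replicates left out, the difference in r was no longer the single largest, with 2 of 10 splits as large (exact permutation test, one-sided, p = 0.2).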

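At an adjusted p under 0.05, 5539 of the 544879 windows (1.02%) were differentially enriched, of which 3066 gained and 2473 lost H3K4me3 in the cKO. An unadjusted p under 0.05 was found in 81430 windows, where 27244 would be found by chance. The median window mean of the gain windows was 2.10 normalized RPKM in WT and 4.70 normalized RPKM in cKO, and that of the loss windows was 4.41 normalized RPKM in WT and 2.06 normalized RPKM in cKO. All cKO libraries lay on one side of all WT libraries in each of the 5539 windows, in 19.8% of all windows, and in 10% of windows by chance. The number of differentially enriched windows depended on the scale, on the variance model and on single libraries. When limma's variance prior followed the intensity of the window (an intensity trend), 19492 windows (3.58%) passed, 8540 as gain and 10952 as loss, and these held 2729 of the 3066 gain windows and 2158 of the 2473 loss windows. On the log2(value + 1) scale no window passed, with 73232 windows at an unadjusted p under 0.05. Without cKO replicate 1, 17979 windows passed, and without cKO replicate 3, 1761 did. Without WT replicate 1 a single window passed, and without cKO replicate 4, WT replicate 4 or WT replicate 2 none did, with 67065, 54213 and 66258 windows at an unadjusted p under 0.05.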

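The largest increase among the differentially enriched windows was on chromosome 2 from 60715001 to 60720000, inside *Itgb6* and away from its TSS. H3K4me3 there was 7.38 ± 1.02 normalized RPKM (SD, n = 3) in cKO and 2.13 ± 0.0809 normalized RPKM (SD, n = 3) in WT, a difference of 5.25 (standard error 0.485, adjusted p = 0.0109 from limma). The next 4 increases, between 4.98 and 5.08 normalized RPKM, were at *Mllt6*, the processed pseudogene *Gm49218*, *Ackr3* and an internal part of *Dnmt3a*. Reads at a pseudogene can be shared with its parent gene. The largest decrease was on chromosome 11 from 113195001 to 113200000, inside the lincRNA gene *2610035D17Rik*. H3K4me3 there was 2.36 ± 0.390 normalized RPKM (SD, n = 3) in cKO and 9.20 ± 1.02 normalized RPKM (SD, n = 3) in WT, a difference of −6.84 (standard error 0.506, adjusted p = 0.0109 from limma). The next 4 decreases, between −5.59 and −4.93 normalized RPKM, were at *Setd1b*, *Prkag2*, *Rbm14* and *Aen*. None of these 10 windows passed in every fit that left out 1 library, and their highest adjusted p in those fits was between 0.0872 and 0.101 from limma.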

The majority of differentially enriched windows were not at gene promoters (Supplementary Figure S1C). However, given the potential role of H3K4me3 in gene regulation, we focused first on gene promoters, considering active, weak and inactive promoters, as previously described by histone modifications and gene expression in GV oocytes (40). 

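Promoters were taken as the TSS ± 500 bp of 55413 genes, 1 TSS per gene, in the GENCODE M21 annotation of GRCm38. Of all windows, 10.5% overlapped a promoter. Promoters were overlapped by 506 of the 3066 gain windows (16.5%) and by 372 of the 2473 loss windows (15.0%), so that 2560 gain and 2101 loss windows lay away from promoters. Both shares were above that of all windows by Fisher's exact test (p = 6.1e-24 for gain and 3.6e-12 for loss), which treats windows as independent. Because neighbouring windows are not independent, the calls were also shifted along the chromosomes 10000 times (a circular-shift permutation test), which gave p = 1e-04 for gain and for loss, the smallest p the shifts can give. Among the windows called with an intensity trend, 12.3% of gain windows (permutation p by shifts = 0.0020) and 10.3% of loss windows (permutation p by shifts = 0.663) overlapped a promoter. When whole reads were tested with edgeR, the shares were 9.76% and 8.10% against 10.8% of the windows tested (permutation p by shifts = 0.0760 and 3.0e-04). The loss windows called with edgeR thus lay at promoters less often than the windows tested. With the TSS of every annotated transcript the shares were 25.6% of gain windows and 19.2% of loss windows against 15.0% of all windows, and with the TSS ± 2000 bp they were 22.4% and 21.2% against 15.2%. Gene bodies without a promoter held 61.0% of gain windows, 28.1% of loss windows and 40.6% of all windows (permutation p by shifts = 1e-04 for each set, the smallest possible). Intergenic windows made up 22.5% of gain windows, 56.8% of loss windows and 48.8% of all windows. Without cKO replicate 3, 47.5% of loss windows were intergenic (permutation p by shifts = 0.671).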

Promoter-associated 5 kb windows that lost H3K4me3 in *Setd1b* cKO oocytes were significantly enriched at active gene promoters, defined by either H3K27ac or high gene expression (Figure 1C). Conversely, promoter-associated 5 kb windows that gained H3K4me3 in the *Setd1b* cKO oocytes were significantly enriched at inactive promoters, defined by either the presence of H3K27me3, DNA methylation or undetectable gene expression (Figure 1C). This trend was recapitulated when we looked genome-wide at enrichment for H3K27ac and H3K27me3 (Supplementary Figure S1C, S1D).

**Figure 1.**
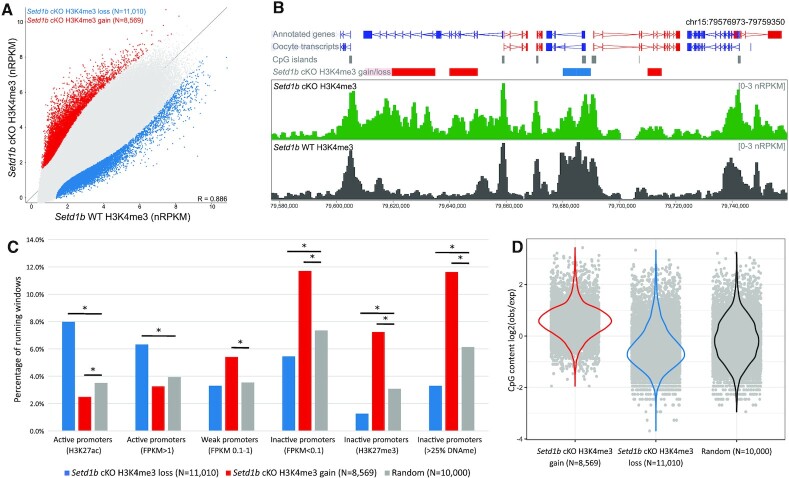
(**A**) The scatterplot shows average normalized enrichment for H3K4me3 for 5 kb running windows (*N* = 544 879) between *Setd1b* cKO (*N* = 3) and WT (*N* = 3) d21 GV oocytes. Differentially enriched windows were identified using LIMMA statistic (*P* < 0.05, corrected for multiple comparisons), and those that show a loss in *Setd1b* cKO are shown in blue and a gain in red. (**B**) The screenshot shows the normalized enrichment for H3K4me3 for 1 kb running windows with a 500 bp step in *Setd1b* cKO and WT GV oocytes. Significant differentially enriched 5 kb windows are shown in the *Setd1b* cKO H3K4me3 gain/loss track, with red and blue bars showing windows that gain and lose H3K4me3 in *Setd1b* cKO, respectively. (**C**) The barplot shows the overlap between sets of promoters and differentially enriched windows that gain or lose H3K4me3 in the *Setd1b* cKO compared to a random set of 5 kb running windows. Pairwise Chi-Square statistic was used to compare each set of enriched windows to random. The asterisk shows those comparisons that were significant after Bonferroni correction for multiple comparisons (*P* < 0.008). (**D**) The beanplot shows the enrichment for CpG content among the 5 kb running windows that gain or lose H3K4me3 in *Setd1b* cKO oocytes compared to a random set of 5 kb windows.

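The region of Fig. 1B, on chromosome 15 from 79575001 to 79760000, covers 37 of the 5 kb windows, of which 7 gained and 2 lost H3K4me3. The gain windows lay from 79610001 to 79635000 and from 79640001 to 79650000, all inside *Fam227a* and away from a promoter. The strongest of them, from 79615001 to 79620000, had 6.37 ± 0.468 normalized RPKM (SD, n = 3) in cKO and 2.47 ± 0.441 normalized RPKM (SD, n = 3) in WT, a difference of 3.90 (standard error 0.392, adjusted p = 0.0120 from limma). The loss windows lay from 79680001 to 79690000 in *Josd1*. The window from 79685001 holds the TSS of *Josd1*, and H3K4me3 differed there by −2.37 normalized RPKM (standard error 0.462, adjusted p = 0.0473 from limma). The window before it, which holds the TSS of *Gm49520*, had 4.69 ± 0.311 normalized RPKM (SD, n = 3) in cKO and 8.31 ± 0.233 normalized RPKM (SD, n = 3) in WT, a difference of −3.63 (standard error 0.346, adjusted p = 0.0109 from limma). A window inside *Gtpbp1* from 79710001 to 79715000 also gained H3K4me3 with an intensity trend, without cKO replicate 1 and with edgeR on whole reads. No window of the region was called without cKO replicate 4, WT replicate 1, WT replicate 4 or WT replicate 2, with between 11 and 13 windows at an unadjusted p under 0.05.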

MLL2 is responsible for the majority of transcription-independent H3K4me3 in the oocyte (40), so this finding suggests that there may be increased MLL2 action upon loss of SETD1B. 

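For each 5 kb window with at least 2500 known bases, CpG content was computed as the log2 ratio of its CpG dinucleotide frequency to that of the genome, which was 0.826%. The 3066 gain windows had a median CpG content of 0.60 (quartiles 0.26 and 0.93), or 62 CpGs per window. A random set of 10000 tested windows had a median of −0.22, a difference of 0.82 (permutation test, two-sided, p = 1e-05, the smallest p that 100000 resamples can give). No shift of the gain calls along the chromosomes gave a median above 0.29 (permutation p by shifts = 1e-04, the smallest p the shifts can give). Leaving out the windows at promoters, the other 2560 gain windows had a median of 0.55. Among the alternatives on this scale, the difference from the random set was smallest when whole reads were tested with edgeR, at 0.58. Over the deciles of all windows by CpG content, the share called as gain rose from 0.00869% in the lowest to 1.98% in the highest. Within genotypes, windows richer in CpG were also higher in the cKO replicates with weaker enrichment over background. Spearman's rho across windows between CpG content and a library's deviation from the mean of the other libraries of its genotype was −0.238 for cKO replicate 1, 0.0971 for cKO replicate 3 and 0.122 for cKO replicate 4. Between cKO replicate 1 and WT replicate 1, whose values at 0 reads were nearly equal, rho of CpG content with the difference was 0.191.

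**Figure D2:**
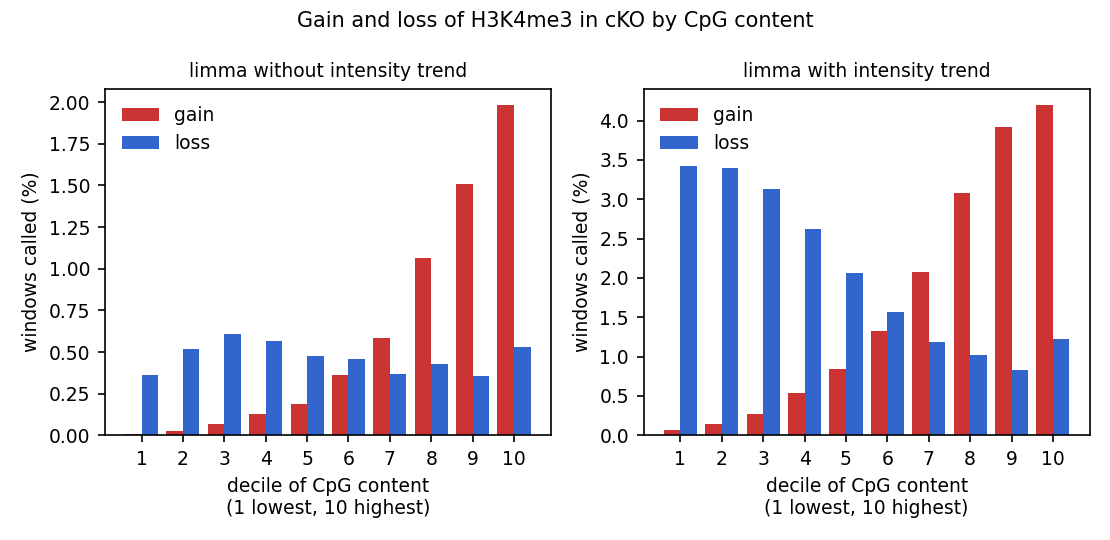
Percent of 5 kb windows called as gain (red) or loss (blue) of H3K4me3 in the cKO (y axis) in each decile of CpG content (x axis, from the lowest, 1, to the highest, 10), with limma without an intensity trend in one panel and with it in the other. The share of gain windows reaches 1.98% in the highest decile without the trend and 4.19% with it; the deciles differ in size because windows with equal CpG content were kept together.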

Because MLL2 is highly dependent on underlying CpG content (40), we then examined sequence composition in the regions that gain H3K4me3 in the *Setd1b* cKO and found a highly significant enrichment for CpG content compared to a random set of regions (Figure 1D and Supplementary Figure S1E). Furthermore, we observed a significant depletion of CpG content at regions that lose H3K4me3 in *Setd1b* cKO (Figure 1D). Together these findings indicate that the loss of SETD1B in oocytes results in a redistribution of H3K4me3, away from active and CpG-poor regions to repressed and CpG-rich regions of the genome.

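The 2473 loss windows had a median CpG content of −0.30 (quartiles −0.81 and 0.29), or 33 CpGs per window. The difference from the random set was −0.084 (permutation test, two-sided, p = 0.028), and it did not pass the shifts of the calls along the chromosomes (permutation p by shifts = 0.0639). Windows called as loss were most frequent in decile 3 of CpG content (0.606%) and least frequent in decile 9 (0.356%), and in the highest decile their share was 0.533%. The 2101 loss windows away from promoters had a median of −0.44, a difference of −0.22 from the random set (permutation p by shifts = 1e-04, the smallest p the shifts can give). Among the loss windows called with an intensity trend the median was −0.64, a difference of −0.42 (permutation p by shifts = 6e-04), and with edgeR on whole reads it was −0.70, a difference of −0.52 (permutation p by shifts = 5e-04). Without cKO replicate 3 the direction reversed: the 486 loss windows called then had a median of −0.028, which was 0.19 above the random set (permutation p by shifts = 0.0013).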

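Mean H3K4me3 changed with CpG content over all windows, called or not. In the lowest decile of CpG content the mean difference of cKO from WT was −0.34 normalized RPKM, and it rose in each following decile to 0.26 normalized RPKM in the highest. In the lowest decile the mean was 1.51, 1.07 and 1.06 normalized RPKM in cKO replicates 1, 3 and 4, and 1.64, 1.42 and 1.61 normalized RPKM in WT replicates 1, 2 and 4. WT replicate 2 was thus below cKO replicate 1 in that decile. Below the shared 40th percentile, values run down to each library's value at 0 reads, which was lowest in cKO replicates 3 and 4. Windows with few or no reads therefore score lower in those libraries. Part of the difference in the lowest deciles can come from this floor, and how much was not tested. In the highest decile the mean was 3.19, 3.12 and 3.16 normalized RPKM in the same cKO replicates and 2.95, 2.81 and 2.91 normalized RPKM in the same WT replicates, with every cKO library above every WT library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The enrichment normalization sets the same percentiles in every library, so that these values measure where H3K4me3 lies and not its total amount. The paper reasons from the CpG content of the windows that gain and lose H3K4me3 and from the classes of promoters. It also uses the genome-wide enrichment of these windows for H3K27ac and H3K27me3. Promoter classes and these 2 marks were not analysed here. From this evidence the paper concludes that H3K4me3 moved from active and CpG-poor to repressed and CpG-rich parts of the genome.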

### Loss of promoter H3K4me3 is linked to downregulated gene expression of oocyte transcriptional regulators in *Setd1b* cKO oocytes

We investigated whether the changes in promoter H3K4me3 in the *Setd1b* cKO oocytes were associated with changes in gene expression. Using single-cell RNA-seq, we identified 1519 differentially expressed genes (DEGs) between *Setd1b* cKO (*N* = 4) and *Setd1b* WT (*N* = 3) GV oocytes, with 594 genes downregulated and 925 gene upregulated in the *Setd1b* cKO (Figure 2A and Supplementary Figure S2A). We then assessed DEG promoters and found that H3K4me3 was significantly lower in *Setd1b* cKO compared to *Setd1b* WT GV oocytes at promoters of downregulated DEGs (*P* < 0.0001, two-tailed *t*-test), while there was no difference at upregulated DEGs (*P* = 1.0, two-tailed *t*-test) (Figure 2B). Nevertheless, oocyte promoters that showed a significant gain or loss of H3K4me3 also exhibited an up- or downregulation of gene expression, respectively (Supplementary Figure S2B), reinforcing the relevance of the association.

**Figure 2.**
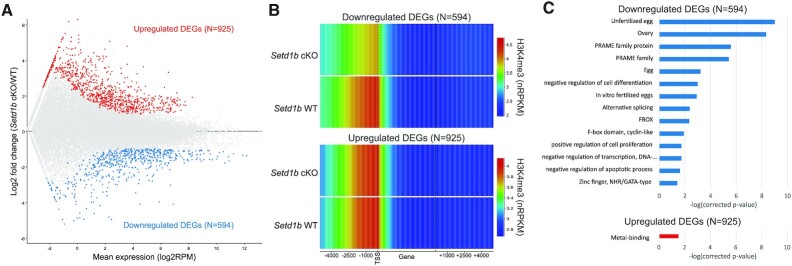
(**A**) The MA plot shows the expression of oocyte transcripts (*N* = 33 437) in *Setd1b* cKO and WT GV oocytes as measured by single-cell RNA-seq. Differentially expressed genes (DEGs) were identified using DESeq2 (*P* < 0.05 corrected for multiple comparisons) and a >2-fold change in expression. (**B**) The heatmap shows H3K4me3 enrichment (normalized RPKM) in *Setd1b* cKO and WT oocytes across downregulated (upper panel) and upregulated (lower panel) DEGs, including 5 kb upstream and downstream. (**C**) The barplot shows the –log(corrected *P*-value) for significant gene ontology categories for down- and upregulated DEGs in *Setd1b* cKO GV oocytes.

Gene ontology of down- and upregulated DEGs showed a significant enrichment for the egg, ovary and transcriptional regulators among downregulated DEGs (Figure 2C). Compared to published RNA-seq data from *Setd1b* cKO MII oocytes (37), *Setd1b* cKO DEGs showed consistent changes in expression, despite the distinctive transcriptomes between GV and MII oocytes (Supplementary Figure S2C, S2D). Importantly, no difference in expression of any of the other H3K4 methyltransferases in *Setd1b* cKO GV oocytes was apparent (Supplementary Figure S2E). Together, these data suggest that downregulated expression of oocyte transcriptional regulators in *Setd1b* cKO oocytes may be a consequence of loss of SETD1B-dependent promoter H3K4me3.

### SETD1B/CXXC1-deposited H3K4me3 is associated with transcriptional upregulation of a subset of oogenesis genes

Active promoters display H3K4me3 in primary non-growing oocytes (40). Because the *Gdf9*-Cre recombinase used to generate *Setd1b* cKO oocytes is active from postnatal day 3 (43), it is likely that only *de novo* and renewed H3K4me3 deposited by SETD1B from this stage onward will be affected and the established, early stage, H3K4me3 will persist. Therefore, we further focused on gene expression and H3K4me3 changes at transcripts that are upregulated during oogenesis (47). There was a significant enrichment of genes upregulated during oogenesis among downregulated DEGs (*P* < 0.0001, Chi-square) but not upregulated DEGs (*P* = 0.1, Chi-square) in *Setd1b* cKO oocytes (Figure 3A and Supplementary Figure S3A).

**Figure 3.**
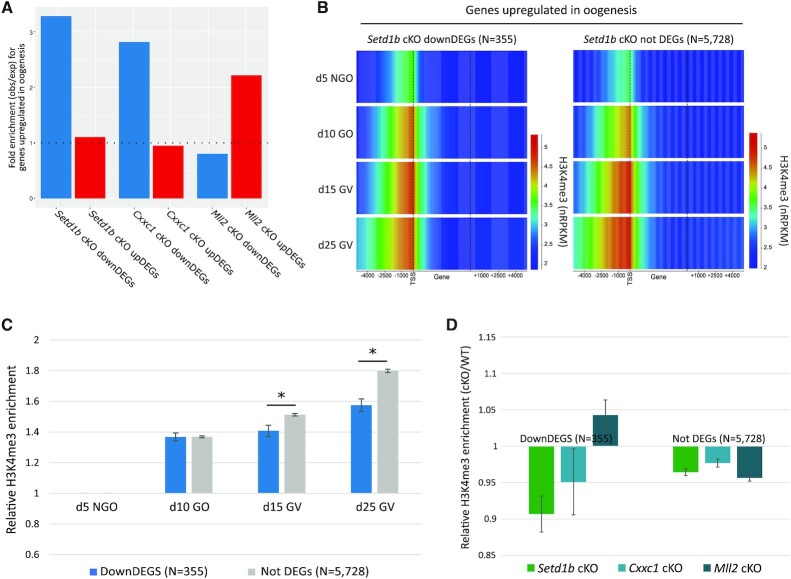
(**A**) The barplot shows the fold enrichment for genes that are upregulated in oogenesis (*N*= 6083) among the *Setd1b* cKO down- and upregulated DEGs (*P* < 0.0001 and *P* = 0.1, respectively), *Cxxc1* cKO down- and upregulated DEGs (*P* < 0.0001 and *P* = 0.2, respectively) and *Mll2* cKO down- and upregulated DEGs (*P* = 0.05 and *P* < 0.0001, respectively), relative to all oocyte transcripts. (**B**) The heatmap shows H3K4me3 enrichment (normalized RPKM) in d5 non-growing oocytes (NGOs), d10 growing oocytes (GOs), d15 GV, d25 GV oocytes across transcripts that are upregulated during oogenesis, including 5 kb upstream and downstream of the gene. The left panel shows genes that are significantly downregulated in *Setd1b* cKO (downDEGs), while the right panel shows genes that show no significant expression change in *Setd1b* cKO (not DEGs). Promoter H3K4me3 enrichment was statistically compared using one-way ANOVA (*P* < 0.0001) for the promoter-overlapping 5 kb windows. (**C**) The barplot shows the average relative increase in H3K4me3 enrichment for 5 kb windows overlapping promoters of downDEGs and not DEGs in d10 GOs, d15 GV and d25 GV oocytes compared to d5 NGOs. Pairwise comparisons were done using a two-tailed *t*-test. The asterisk shows significant *P*-values (*P* < 0.01). Error bars show standard error of the mean. (**D**) The barplot shows the relative H3K4me3 enrichment for *Setd1b* cKO, *Cxxc1* cKO and *Mll2* cKO over matched WT controls for 5 kb windows overlapping promoters of downDEGs and not DEGS. Relative H3K4me3 enrichment was statistically compared using one-way ANOVA for downDEGs (*P* < 0.01) and not DEGs (*P* = 0.027). Error bars show standard error of the mean.

As CXXC1 and SETD1B function together in the SETD1B complex (49) and have similar phenotypes when ablated in oocytes (37–39), we compared gene expression changes in *Setd1b* cKO with publicly available data for *Cxxc1* cKO GV oocytes (39). Similar to the *Setd1b* cKO DEGs, we observed a significant enrichment for genes upregulated during oogenesis among downregulated DEGs in the *Cxxc1* cKOs (*P* < 0.0001, Chi-square) but not upregulated DEGs (*P* = 0.2, Chi-square) (Figure 3A and Supplementary Figure S3B). We see a >10-fold enrichment for *Cxxc1* cKO downregulated DEGs among downregulated DEGs identified in the *Setd1b* cKO oocytes (*P* < 0.0001) (Supplementary Figure S3C). There is a significant correlation between fold change in expression in *Setd1b* cKO and *Cxxc1* cKO for *Setd1b* DEGs (Supplementary Figure S3D). These data indicate that CXXC1 facilitates SETD1B targeting to actively transcribed promoters, and that the corresponding SETD1B-deposited H3K4me3 contributes to, or is a consequence of, upregulation of gene expression during oogenesis for at least a subset of genes.

To further evaluate why only a subset of upregulated genes was impacted in *Setd1b* cKO oocytes, we evaluated the dynamics of promoter H3K4me3 for genes upregulated in oogenesis that were downregulated DEGs compared to genes not called as differentially expressed (not DEGs) in *Setd1b* cKO oocytes (*N* = 355 and 5728, respectively). Promoters of *Setd1b* cKO downregulated DEGs gained the majority of H3K4me3 early in oogenesis (between d5 and d10), while the promoters of genes that were not DEGs continued to gain H3K4me3 throughout oogenesis until d25 (Figure 3B, C). Therefore, we hypothesized that H3K4me3 at these sets of promoters may have differing dependencies on H3K4 methyltransferases. To test this, we included publically available H3K4me3 ChIP-seq data for *Cxxc1* cKO and *Mll2* cKO GV oocytes (40,48). Globally, *Setd1b* cKO and *Cxxc1* cKO GV oocytes show remarkably similar patterns of H3K4me3 (Supplementary Figure S4A, S4B, S4C), further supporting their co-dependence in the oocyte. Notably, promoters of *Setd1b* cKO downregulated DEGs lost H3K4me3 in *Setd1b* and *Cxxc1* cKO, but not *Mll2* cKO oocytes, whereas promoters of not DEGs showed reduced H3K4me3 in all three cKOs (Figure 3D). This finding indicates that the majority of genes upregulated in oogenesis show a partial redundancy between SETD1B/CXXC1 and MLL2 for H3K4me3 deposition at their promoters. However, at a subset of promoters, H3K4me3 appears to be solely reliant on SETD1B/CXXC1 and ablation of either leads to a failure to appropriately induce gene expression during oogenesis.

### *Setd1b* cKO oocytes show widespread gains of H3K4me3 across regions that lose DNA methylation

H3K4me3 and DNA methylation are mutually exclusive in the oocyte, despite both having atypical genomic patterning compared to somatic cells. In the oocyte, DNA methylation is almost exclusively restricted to transcribed gene bodies (50,51), whereas H3K4me3 forms broad domains across much of the remaining unmethylated fraction of the genome (41,42) through the activity of MLL2 (40). To evaluate the relationship between DNA methylation and the regions that show altered H3K4me3 in *Setd1b* cKO oocytes (*N* = 8569), we assessed genome-wide patterns of DNA methylation using post-bisulphite adaptor tagging (PBAT). DNA methylation in *Setd1b* cKO and WT GV oocytes was distinct (Figure 4A), with the vast majority (94%) of differentially methylated regions (DMRs) losing DNA methylation in the *Setd1b* cKOs (Figure 4B). This finding is not explained by a difference in mRNA expression of the *de novo Dnmts*, which are unchanged in *Setd1b* cKO GV oocytes (Supplementary Figure S2E). A similar loss of DNA methylation was also observed in *Cxxc1* cKO oocytes (Supplementary Figure S5A, S5B, S5C).

**Figure 4.**
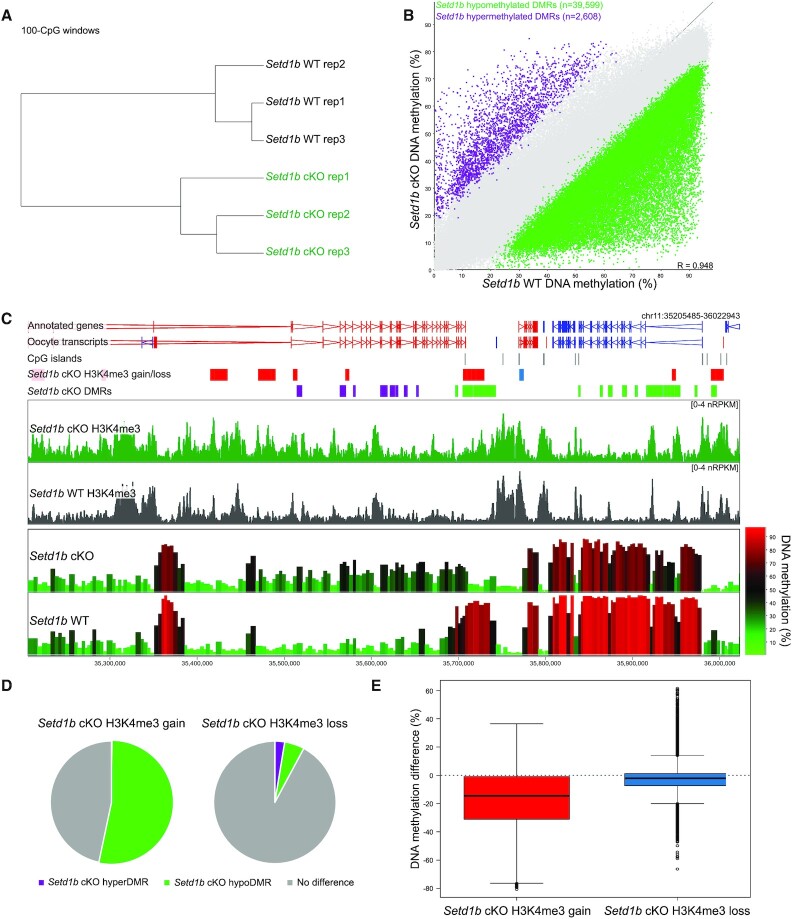
(**A**) Hierarchical cluster shows biological replicates for *Setd1b* cKO (*N* = 3) and WT (*N* = 3) GV oocyte DNA methylation patterns, quantitated as 100-CpG windows, with at least 10 informative CpGs (see Materials and Methods). (**B**) The scatterplot shows the DNA methylation in *Setd1b* cKO and WT GV oocytes across 100-CpG windows, with at least 10 informative CpGs in each replicate (*N* = 424 105). Differentially methylated regions (DMRs) were identified using logistic regression (*P* < 0.05 corrected for multiple comparisons) and a >20% difference in methylation. (**C**) The screenshot shows H3K4me3 enrichment of 1 kb running windows with a 500 bp step, and DNA methylation of 100-CpG windows with at least 10 informative CpGs per replicate, for *Setd1b* cKO and WT oocytes. Regions that gain or lose H3K4me3 in *Setd1b* cKO are shown in the labeled annotation tracks as red and blue bars, respectively. Regions that gain or lose DNA methylation (*Setd1b* cKO DMRs) are shown in the labeled annotation tracks as purple and green bars, respectively. (**D**) The pie charts show the overlap between 5kb windows that gain (left) and lose (right) H3K4me3 in the *Setd1b* cKO with 100-CpG windows that are hypermethylated (HyperDMR) or hypomethylated (HypoDMR) in the *Setd1b* cKO (Chi-Square statistic, *P* < 0.0001). (**E**) The boxplot shows the average difference in DNA methylation (*Setd1b* cKO – WT) of 100-CpG windows that overlap regions that gain and lose H3K4me3 in the *Setd1b* cKO (*t*-test, *P* < 0.0001).

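The region of Fig. 4C, on chromosome 11 from 35205001 to 36025000, covers 164 of the 5 kb windows, of which 11 gained H3K4me3 and none lost it, with 67 windows at an unadjusted p under 0.05. The mean over the region was 2.94 ± 0.171 normalized RPKM (SD, n = 3) in cKO and 2.23 ± 0.0874 normalized RPKM (SD, n = 3) in WT, and the cKO mean was the higher in 130 of the windows. Of the gain windows, 6 lay inside *Slit3*, 1 inside *Wwc1*, and the others between genes. The strongest, inside *Slit3* from 35480001 to 35485000, had 5.15 ± 0.443 normalized RPKM (SD, n = 3) in cKO and 1.70 ± 0.662 normalized RPKM (SD, n = 3) in WT, a difference of 3.45 (standard error 0.428, adjusted p = 0.0157 from limma). With an intensity trend 23 windows gained and 1 lost H3K4me3. Without cKO replicate 1, 23 windows were called, and without cKO replicate 3, 4 were. Without cKO replicate 4 or any 1 of the WT replicates none was called, with between 50 and 52 windows at an unadjusted p under 0.05.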

We observed a significant overlap between regions that gained H3K4me3 in *Setd1b* cKO oocytes and hypomethylated DMRs, whereas regions that lost H3K4me3 in the *Setd1b* cKO showed no apparent reciprocal gain in DNA methylation (Figure 4C–E). Therefore, these data suggest that loss of SETD1B is accompanied by increased MLL2 action along with decreased DNA methylation at certain sites.

The mechanisms underlying the mutual exclusivity of H3K4me3 and DNA methylation are bi-directional, such that methylation of CpG dinucleotides can inhibit binding of the CxxC domain of MLL2 (7,25,26), and H3K4me3 impairs binding of the ADD domains of DNMT3A and DNMT3L (13,14). In oogenesis, deposition of H3K4me3 and *de novo* methylation occur in parallel (40). Here, we sought to determine whether loss of SETD1B in oogenesis disrupts the balance between these two mechanisms. We reasoned that misdirected MLL2 H3K4 methylation activity in the *Setd1b* cKO would interfere preferentially with *de novo* DNA methylation occurring late in oogenesis. Using DNA methylation datasets from d12 and d15 GV oocytes (41), we evaluated the timing at which *Setd1b* hypomethylated DMRs normally acquire DNA methylation. Compared to a random set of methylated domains, *Setd1b* hypomethylated DMRs acquire methylation significantly later in oogenesis (Figure 5A,B). An alternative possibility is that delayed *de novo* DNA methylation in *Setd1b* cKO oocytes may permit the mistargeting of MLL2 to otherwise DNA methylated domains. We therefore compared the H3K4me3 enrichment between *Dnmt3a* and *Dnmt3b* conditional double knockout (termed *Dnmt3* cDKO) GV oocytes (40), which lack DNA methylation, and *Setd1b* cKO GV oocytes. H3K4me3 accumulation in *Dnmt3* cDKO oocytes is highly enriched among domains that would normally be DNA methylated (Figure 5C) (40), a trend that was partially recapitulated in the *Setd1b* cKO (Figure 5D,E). Together, these results indicate that SETD1B modulates the competition between MLL2 and *de novo* DNMTs for genomic targets in late oogenesis. In the absence of SETD1B, disruption of the balance between these mechanisms leads to impaired patterning of the oocyte epigenome.

**Figure 5.**
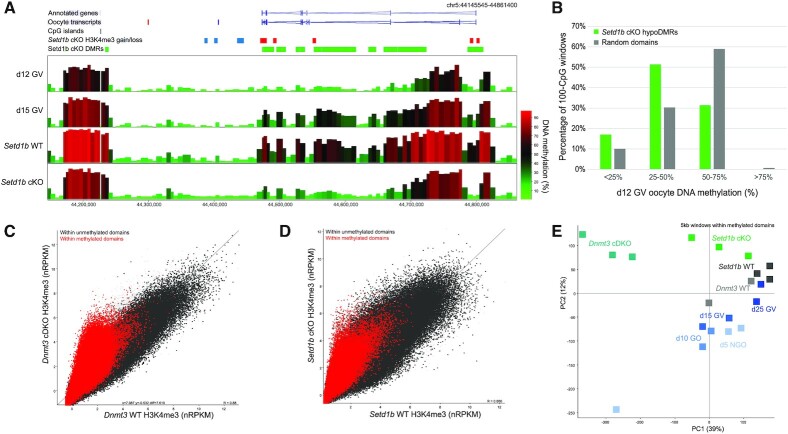
(**A**) The screenshot shows DNA methylation of 100-CpG windows for d12 GV, d15 GV, *Setd1b* WT GV (d21) and *Setd1b* cKO GV (d21) oocytes. Regions that gain or lose DNA methylation (*Setd1b* cKO DMRs) are shown in the labeled annotation tracks as purple and green bars, respectively. Significant differentially enriched 5 kb windows are shown in the *Setd1b* cKO H3K4me3 gain/loss track, with red and blue bars showing windows that gain and lose H3K4me3 in *Setd1b* cKO, respectively. (**B**) The barplot shows the percentage methylation in d12 GV oocytes of *Setd1b* hypomethylated DMRs (hypoDMRs) and a random set of 100-CpG windows that fall within GV methylated domains (*N* = 20 734 and 10 260, respectively). Chi-square analysis was used to compare the hypoDMRs to the random set (*P* < 0.0001). (**C**) The scatterplot shows average normalized enrichment for H3K4me3 for 5 kb running windows between *Dnmt3* cDKO (*N* = 3) and WT (*N* = 2) d25 GV oocytes. Windows (5 kb) that fall within GV oocyte methylated domains are shown in red and unmethylated domains in dark gray. (**D**) The scatterplot shows average normalized enrichment for H3K4me3 for 5 kb running windows between *Setd1b* cKO (*N* = 3) and WT (*N* = 3) d21 GV oocytes. Windows (5 kb) that fall within GV oocyte methylated domains are shown in red and unmethylated domains in dark gray. (**E**) The principal component analysis plot shows H3K4me3 replicates for d5 NGO, d10 GO, d15 GV, d25 GV, *Setd1b* WT, *Setd1b* cKO, *Dnmt3* WT and *Dnmt3* cDKO GV oocytes. The plot was generated using 5 kb windows that were within GV oocyte methylated domains.

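In the region of Fig. 5A, on chromosome 5 from 44145001 to 44865000, 2 of the 144 windows of 5 kb gained and 2 lost H3K4me3. Both gain windows lay inside *Ldb2*. The stronger, from 44790001 to 44795000, had 5.73 ± 0.402 normalized RPKM (SD, n = 3) in cKO and 2.26 ± 0.350 normalized RPKM (SD, n = 3) in WT, a difference of 3.47 (standard error 0.370, adjusted p = 0.0131 from limma). The loss windows, starting at 44260001 and 44400001, lay between genes and had differences of −1.82 and −2.25 normalized RPKM. With an intensity trend 6 windows gained and 5 lost H3K4me3. Without cKO replicate 1, 4 windows gained and 5 lost, and without cKO replicate 4 or any 1 of the WT replicates none was called, with between 22 and 36 windows at an unadjusted p under 0.05. DNA methylation in this region was not analysed here.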

## DISCUSSION

In this study, we provide the first detailed characterization of epigenomic changes in *Setd1b* cKO oocytes. Previously, we discovered that MLL2 deposits broad, transcription-independent H3K4me3 domains that are uniquely and abundantly found on the mouse oocyte genome (11,40). However, a subset of H3K4me3 peaks, associated with active promoters, were largely unaffected (40). Because SETD1B is essential for oogenesis (37), while SETD1A is not (27), we hypothesized that SETD1B would be responsible for H3K4me3 on these active promoters. Indeed, we find that a subset of active promoters lose both H3K4me3 and gene expression. Importantly, these genes are enriched for oocyte transcriptional regulators that are normally upregulated during oogenesis.

Unexpectedly, we observed a considerable reorganization of genomic H3K4me3 involving both regional losses and gains. It appears that loss of SETD1B disturbs the genomic targeting of MLL2 and *de novo* DNMTs in late oogenesis, with increased H3K4me3 correlated with DNA hypomethylation across CpG-rich sequences. We speculate that this effect may be underpinned by either the increased stability or activity of MLL2 in *Setd1b* cKO oocytes, perhaps through increased availability of shared H3K4 methyltransferase cofactors upon the loss of SETD1B. These findings support a model whereby two complementary mechanisms target H3K4me3 to genomic loci, with SETD1B depositing H3K4me3 on active gene promoters supporting transcriptional activity, and MLL2 depositing H3K4me3 on unmethylated CpG-rich regions.

In addition to a strong association between H3K4me3 deposited by MLL2 and high CpG content in the oocyte, the association between MLL2 and CpG islands, including transcriptionally inactive promoters, has been observed in other contexts, such as embryonic stem cells (28,52). Despite the relatively low affinity of CxxC domains for CpG dinucleotides (53,54), MLL2 appears to uniformly occupy CpG islands (28) supporting the proposition that MLL2 has a general ability to associate with CpG islands in the naïve epigenome (36). Conversely, SETD1 complexes preferentially bind actively transcribed, H3K4me3-marked CpG island promoters (23,55), in part due to the PHD finger of CXXC1 (23). Our data from oocytes support the proposition that SETD1B is targeted to transcriptionally active promoters, likely through its CXXC1 subunit. Although MLL1 and presumably MLL2 contain a PHD finger that binds to H3K4me3 (56), the role of this interaction in their genomic distribution remains to be determined. Our observations in *Setd1b* cKO oocytes are consistent with our published findings that MLL2 activity in the oocyte is directed by binding to unmethylated CpGs rather than H3K4me3-marked regions (40).

As the predominant promoter-associated H3K4me3 methyltransferase in oocytes, loss of SETD1B was expected to provoke loss of gene expression. However, in concordance with observations in *Setd1b* cKO MII oocytes (37), we find the counterintuitive trend that more mRNAs are up- than downregulated in the *Setd1b* cKO GV oocyte transcriptome. Furthermore, promoters of these upregulated genes show no gain in H3K4me3 in *Setd1b* cKO GV oocytes. This paradox may be explained by the observation that the downregulated genes are enriched for negative transcriptional regulators (37). In contrast to the upregulated genes, we found that downregulated genes are linked to reduced H3K4me3. Our data are consistent with a SETD1B/CXXC1-dependent deposition of H3K4me3 at these promoters early in oogenesis, suggesting that loss of H3K4me3 may precede a failure to induce expression of these genes in the *Setd1b* cKO oocytes. This impaired upregulation of gene expression in the absence of SETD1B, in turn, leads to substantial consequences for the transcriptional programme of the oocyte.

Consistent with the similar oocyte phenotypes observed between *Cxxc1* and *Setd1b* cKO (37–39), we also observe comparable molecular changes. These data suggest that CXXC1 and SETD1B are obligate partners in the deposition of H3K4me3 in oogenesis, and support the observation that, despite being present, SETD1A has a limited role (27).

In *Setd1b* cKO GV oocytes, almost as many sites gained H3K4me3, as lost H3K4me3. 

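Of the 5539 differentially enriched windows, 55.4% gained H3K4me3 in the cKO. Which direction was the more frequent depended on the test. With an intensity trend 43.8% of the called windows were gains, and with edgeR on whole reads 5369 of 11514 were (46.6%). Without cKO replicate 3 the share of gains was 72.4%. With an intensity trend and 1 library left out, the share ranged from 25.2% without WT replicate 2 to 55.7% without cKO replicate 4.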

The gains were found on DNA hypomethylated, H3K27me3-marked, CpG-rich regions, indicating increased or misdirected MLL2 activity. However, it is possible that a subset of site-specific changes at promoters and/or repetitive elements may be due to loss of transcriptional repressors in *Setd1b* cKO oocytes (37). Our observations are consistent with trends seen in *Cxxc1* cKO oocytes, which also showed a gain of H3K4me3 at H3K27me3-marked promoters (48). We speculate that in the absence of SETD1B there may be improved stability and/or abundance of MLL2-containing H3K4 methyltransferase complexes due to an increased availability of the core cofactors WDR5, RbBP5, ASH2L and DPY30. While this dynamic has not been widely discussed in the literature, it is consistent with trends observed in *Mll2* KO embryonic stem cells, where a reciprocal gain of H3K4me3 was observed at highly enriched promoters while lowly enriched bivalent promoters lost H3K4me3 (28). It would be difficult to test whether abundance of the core cofactors is rate limiting in oocytes, but could warrant future study in other cell contexts.

The redistribution of H3K4me3 in *Setd1b* cKO oocytes impacts the patterning of DNA methylation. Our results suggest that two mechanisms could be behind the abnormal epigenetic patterning seen in *Setd1b* cKO oocytes: (i) ectopic accumulation of H3K4me3 acts to block *de novo* DNMTs, or (ii) delayed *de novo* DNA methylation allows encroachment of H3K4me3. It is also possible that the two mechanisms exist side by side to mutually shape the H3K4me3/DNA methylation landscape. The generalized loss of DNA methylation suggests a delay in the normal *de novo* methylation process in *Setd1b* cKO oocytes, although we did not detect reduced transcript abundance of the key *Dnmts*. In support of this model, we found that gains in H3K4me3 seen in *Setd1b* cKO oocytes partially recapitulate trends seen in oocytes lacking all DNA methylation. Furthermore, the high CpG content of regions that gain H3K4me3 in the *Setd1b* cKO may support a model where MLL2 is titrated away from CpG-poor inter-genic sites to more favorable CpG-rich sites when DNA methylation is delayed. Alternatively, because *de novo* methylation and non-promoter H3K4me3 deposition are mutually exclusive and occur in parallel in growing oocytes (40), increased action or availability of MLL2 complexes could favor accumulation of H3K4me3 over domains that would otherwise be DNA methylated. Indeed, we observed that regions that acquire DNA methylation late in oogenesis were more likely to be impacted in the *Setd1b* cKO, suggesting that accumulating H3K4me3 may block late *de novo* DNA methylation. It is also possible that further mechanisms contribute to hypomethylation of *Setd1b* cKO oocytes. Analysis of *Cxxc1* cKO oocytes showed that reduced DNA methylation is accompanied by loss of H3K36me3 and reciprocal gains of H3K27me3 and H2AK119ub1, indicating additional chromatin changes associated with DNA hypomethylation and transcriptional downregulation (48). However, the cause–effect relationships between these various changes are difficult to infer without further mechanistic studies. Together, our study demonstrates that MLL2 and *de novo* DNMTs compete for occupancy in late oogenesis and that loss of SETD1B disrupts the normal targeting of these enzymes.

We extend our previous proposition that MLL2 deposits H3K4me3 in broad domains to decoy promoter complexes and thereby contribute to global transcriptional silencing in late oogenesis (40). This enables the oocyte to be loaded with the factors and complexes involved in transcription ready for rapid activation upon removal of the broad domain H3K4me3 in the zygote. However, H3K4me3 at promoters does not need to be subject to removal. As identified here with SETD1B, the involvement of a second H3K4 methyltransferase focused on promoters allows the scope for these two H3K4me3 functions. Potentially, resistance to removal in the zygote suggests that the promoter H3K4me3 nucleosomes must be different from the broad domain H3K4me3 nucleosomes in some way.

In this study, we used ultra-low input sequencing methods to reveal molecular mechanisms underlying the targeting of H3K4me3 in oogenesis. Our findings help to further our understanding of how the H3K4 methyltransferases are functioning *in vivo* and co-ordinately contribute to the gene regulatory landscape in oocytes.

## DATA AVAILABILITY

The sequencing data generated for this study has been deposited into the Gene Expression Omnibus database (GSE167987).

## Supplementary Material

gkac051_Supplemental_File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

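H3K4me3 was measured by ULI-nChIP-seq in d21 GV oocytes of *Setd1b* cKO (N = 3) and WT (N = 3) mice, with 2 input libraries per genotype. The paper's methods describe 4 replicates per genotype and the exclusion of 1 of each for poor enrichment; those are not analysed here. The authors trimmed the reads, mapped them with Bowtie to GRCm38, removed mappings of low quality, and quantified non-overlapping 5 kb windows in SeqMonk. The deposited H3K4me3 values are a score made by the authors, the enrichment-normalized RPKM on a linear scale, in which the 40th and 99th percentiles are equal in all 6 libraries. The deposited input values are a signal made by the authors, the reads in each 5 kb window scaled to the size of the library (RPM), not divided by the window length. The authors state that windows with an input RPKM above 4 were excluded. The table left out 235 windows of the genome, its highest input value was 5.78 per window (1.16 per kb), and 260 of its windows had an input value above 4 per window. The genotypes and replicate numbers were taken from the sample labels, and every column of values was mapped to a sample.

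Each H3K4me3 value was a library's value at 0 reads plus a whole number of steps, and each input value a whole number of steps. This was checked on every value (100% in each library), and it gave the reads per window. Depth ranged from 10856015 to 32775874 reads in windows for H3K4me3 and from 20756128 to 26566505 reads for input. Reads recovered in this way are counts of mapped reads, and duplicates cannot be told from independent fragments. No read was found in any H3K4me3 library in 36279 windows.

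Windows were tested with limma 3.58.1 in R 4.3.3 (linear model, moderated test without an intensity trend, two-sided, Benjamini-Hochberg adjustment, adjusted p under 0.05) on the values as deposited, over every window, without a fold-change limit and without a replicate block. On simulated data of the same size per group, the test was checked for the direction of its calls and for its rate of false calls. Gene positions came from the GENCODE M21 annotation and CpG counts from the GRCm38 sequence; the last window of each of the 21 chromosomes ended at the end of that chromosome. A promoter was the TSS ± 500 bp, with 1 TSS per gene. CpG content was log2 of the CpG frequency of a window over that of the genome, with 0.5 added to the CpG count. It was given for the 529282 windows with at least 2500 known bases. Shares of windows were tested with Fisher's exact test and with 10000 circular shifts of the calls along the chromosomes, which keep runs of neighbouring calls together. Medians of CpG content were tested with 100000 resamples against a random set of 10000 windows. Sets of called windows smaller than 10 gave no share. Gene families were tested at their promoter windows with camera (correlation 0.01) and fry from limma, with Benjamini-Hochberg adjustment over the families. Tests on 3 libraries against 3 were exact permutation tests, which cannot give p under 0.1.

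The single genes reported are every mouse gene that the paper names, and the 5 largest increases and 5 largest decreases among called windows with every cKO library on one side of every WT library. The zona pellucida genes *Zp1*, *Zp2* and *Zp3* were added to these by value only. This rule, the tests above and a first list of alternatives were set before the data were examined. That list holds log2(value + 1) and log2(value + 0.1), with values below 0 set to 0, an intensity trend, quantile normalization, division by the median, a mean of at least 1, autosomes only, a 2-fold limit and adjusted p under 0.01. It also holds the replicate number as a block, leaving out each library, other definitions of promoters and CpG content, and fry. Chosen after seeing the data were edgeR 4.0.16 on whole reads (TMM normalization, quasi-likelihood test, windows with at least 10 reads), the value at 0 reads as a covariate and windows with at least 1 read. So were the TSS of every transcript, clustering over called windows, log2(RPM + 0.5) of the whole reads and subsets of the family members. The intensity trend and autosomes only were also chosen then for results other than the number and balance of called windows. Other tools were data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Classes of active, weak and inactive promoters, H3K27ac, H3K27me3, gene expression and DNA methylation were not analysed here.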

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

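No call from the alternatives had a direction opposite to that of the 5539 differentially enriched windows. Their number was 0 on the log2(value + 1) and log2(value + 0.1) scales and at an adjusted p under 0.01, with 73232, 57732 and 81430 windows at an unadjusted p under 0.05. It was 1 with quantile normalization (90771 windows at an unadjusted p under 0.05), 3250 with division by the median, 3354 with a 2-fold limit, and 19492 with an intensity trend. Across the 6 fits that each left out 1 library it ranged from 0 (without cKO replicate 4, WT replicate 4 or WT replicate 2; 67065, 54213 and 66258 windows at an unadjusted p under 0.05) to 17979 (without cKO replicate 1). Among alternatives chosen after seeing the data, edgeR on whole reads called 11514 windows. With the value at 0 reads as a covariate 0 windows were called without and with an intensity trend, with 56906 and 46980 at an unadjusted p under 0.05. That covariate leaves 1 degree of freedom fewer, and the cause of the loss of calls was not tested. The number called with an intensity trend ranged from 8132 (without WT replicate 1) to 117467 (without cKO replicate 1) when 1 library was left out, also chosen after seeing the data. A filter on a mean of at least 1, autosomes only, and windows with a read kept the number within 1.5 times.

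The share of gains fell from 55.4% to 43.8% with an intensity trend and to 46.6% with edgeR. It ranged from 51.9% without cKO replicate 1 to 72.4% without cKO replicate 3. With an intensity trend and 1 library left out, it was 25.2% without WT replicate 2, 27.2% without cKO replicate 1, 32.4% without WT replicate 1, 45.1% without WT replicate 4, 51.7% without cKO replicate 3 and 55.7% without cKO replicate 4. The log2 scales, quantile normalization, an adjusted p under 0.01, and leaving out cKO replicate 4 or any WT replicate gave fewer than 10 calls, and so no share, promoter overlap or CpG content. The causes of these changes were not tested.

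The correlation of the group means stayed between 0.843 and 0.901 and the difference in r within and between genotypes between 0.0352 and 0.113 when 1 library was left out. Without any 1 of the WT replicates, 2 of the 10 splits gave a difference in r as large (exact permutation p = 0.2). The shares of gain and loss windows at promoters stayed above the background with the other definitions of promoters, a mean of at least 1, and cKO replicate 1 or 3 left out. They were not computed for division by the median or the 2-fold limit, nor was CpG content. Among those added, loss windows were at 10.3% with an intensity trend (10.5% of all windows). With edgeR gain and loss windows were at 9.76% and 8.10% (10.8% of the windows tested, permutation p by shifts = 0.0760 and 3.0e-04). The cause was not tested. The CpG content of gain windows was above the random set in each alternative computed for it. That of loss windows passed the shifts, unlike the −0.084 with all windows, for CpG observed over expected (−0.054), away from promoters (−0.22), and with a mean of at least 1 (−0.20). Among alternatives added later it passed with an intensity trend (−0.42), edgeR (−0.52), windows with a read (−0.17) and autosomes only (−0.081, permutation p by shifts = 0.0125). Leaving out 1 library, it ranged from −0.27 (without cKO replicate 1) to 0.19 (without cKO replicate 3). The cause was not tested.

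In the regions of Figs. 1B, 4C and 5A together, 24 windows were called. This was 0 on the log2(value + 1) scale and with quantile normalization, 45 with an intensity trend, and from 0 to 43 with 1 library left out, with no calls without cKO replicate 4 or any WT replicate and 14 without cKO replicate 3. The *Setd1b* promoter window was lower in cKO in each alternative computed for it (log2(value + 1), quantile normalization, an intensity trend, the block and each library left out). Its difference was −0.59 on the log2(value + 1) scale and −2.66 with quantile normalization, both not called, and from −3.24 (without WT replicate 4) to −2.47 (without WT replicate 2) with 1 library left out, called only without cKO replicate 1.

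The 14 other named genes kept their direction and their side of the threshold in 124 of 140 comparisons, 8 passed the threshold and 8 reversed. Leaving out 1 library reversed *Setd1a* (−0.063 without cKO replicate 3, −0.026 without WT replicate 4, up to 0.35), *Kmt2b* (−0.11 without cKO replicate 4, up to 0.51), *Kmt2d* (−0.17 without cKO replicate 3, up to 1.03), *Rbbp5* (0.22 without cKO replicate 4, down to −0.87) and *Dpy30* (0.12 without cKO replicate 4, 0.18 without WT replicate 4, down to −0.49). *Kmt2a* passed without cKO replicate 3 (2.70), and *Gdf9* without cKO replicate 1 (3.60) and with an intensity trend (3.24).

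Of the gene families, PRAME did not pass with camera without cKO replicate 1 (−0.63, and up to −0.53 with another library left out), while fry passed there (adjusted p = 0.00198 in limma). Olfactory and vomeronasal receptors (−0.33) did not pass with fry. On the log2(RPM + 0.5) scale their difference changed sign (0.0097) but stayed below that of all promoter windows (0.0291). With fry these receptors passed after quantile normalization (adjusted p = 0.00749 in limma) and without cKO replicate 1 (adjusted p = 0.0281 in limma). The F-box family passed with camera on the log2(RPM + 0.5) scale (−0.19) and not with fry (adjusted p = 0.601 in limma). Ribosomal protein genes reversed without windows shared with other genes (−0.0018), on the log2(RPM + 0.5) scale (−0.12, where they passed with a camera adjusted p of 0.0308 and not with fry, 0.826, both in limma), and without cKO replicate 1 (−0.034) or WT replicate 4 (−0.052), with up to 0.11 when another library was left out.

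Replicate numbers 1 and 4 occur in both genotypes, and the labels do not say that a number pairs a cKO with a WT library. The deviations of libraries from their genotype mean correlated at 0.319 for cKO and WT replicate 1 and at 0.0190 for cKO and WT replicate 4, against −0.227 to 0.133 for pairs with different numbers. With the replicate number as a block, which leaves 1 residual degree of freedom, 33433 windows were called, 40.9% of them gains, and 68 in the 3 regions. The moderated standard error was then the same, 0.476, at every gene reported singly, and the differences there came from replicates 1 and 4 alone. Calls with the block thus followed the size of the difference and did not take into account how far replicates vary at a window, and they carry little weight. The CpG content of loss windows was −0.13 from the random set, the difference at the *Setd1b* promoter −2.62 and that at *Setd1a* −0.065. *Kmt2a* (2.50), *Wdr5* (−1.96), *Dnmt3a* (2.00), *Dnmt3l* (−2.47) and *Gdf9* (2.54) passed with the block for the same reason, by their difference alone.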

Differences from the paper's values

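The paper's share of the genome with altered H3K4me3 is 3.6%, and limma without an intensity trend called 1.02% of the windows. The paper's text gives 8569 regions with altered H3K4me3, the number that Fig. 1A gives for gain windows, against 3066 gain windows here. The number of loss windows in Fig. 1A, read by eye, is about 11000, against 2473 here. Of the alternatives set before the data were examined, the intensity trend gave 3.58%, 8540 gain and 10952 loss windows, and leaving out cKO replicate 1 gave 3.30%, 9330 gain and 8649 loss windows, all within 1.5 times the paper's values. The paper states 3 cKO libraries for this comparison, so leaving out cKO replicate 1 does not follow its samples. Its text does not name the variance model. With the replicate number as a block, where calls followed the size of the difference alone, the values were above the paper's (6.14%, 13678 gain and 19755 loss windows), and with the other alternatives set before the data were examined they were below them, each by more than 1.5 times.

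The paper describes the cKO replicates as separated from WT in a hierarchical cluster. Over all windows cKO replicate 1 joined the WT libraries here, also with Spearman's rho and on the log2(value + 1) scale. With a mean of at least 1, cKO replicates 1 and 4 shared a branch with the WT libraries and cKO replicate 3 stood alone. The genotypes separated without cKO replicate 1, and, as an alternative chosen after seeing the values, over the windows called with an intensity trend. Those windows were selected for a difference between the genotypes, so that their separation follows from the selection.

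The paper describes the CpG content of loss windows as significantly depleted. The difference from the random set was −0.084 here (permutation p = 0.028, permutation p by shifts = 0.0639). The difference passed the shifts for CpG observed over expected, away from promoters, with a mean of at least 1 and without cKO replicate 1. It also did so with an intensity trend, edgeR, windows with a read and autosomes only, which were chosen after seeing the values.

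The paper describes slightly fewer gains than losses. Here 55.4% of the called windows were gains, and with an intensity trend 43.8% were, and with edgeR, chosen after seeing the values, 46.6%. In Fig. 1B the paper also marks a gain at *Gtpbp1*, where no window was called here without an intensity trend and the window from 79710001 to 79715000 was called without cKO replicate 1. It was also called with an intensity trend and with edgeR, alternatives chosen for this region after seeing the values.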

Other observations

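The tests of other splits of the libraries, of enrichment as the whole cause of the CpG pattern and of the Hox difference, of the first principal component, of the order of gain and loss windows in libraries left out and of the part carried by cKO replicate 1 were chosen only after the result was seen.

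Among the 10 splits of the 6 libraries into 3 and 3, 1 gave as many differentially enriched windows as cKO against WT, namely that split itself. The other splits gave 0 calls, with 10167 to 100177 windows at an unadjusted p under 0.05. With an intensity trend 2 of the 10 splits gave as many. The other one, cKO replicate 1, WT replicate 1 and WT replicate 4 against cKO replicates 3 and 4 and WT replicate 2, gave 53434 calls against the 19492 of the genotypes. It parts the libraries with a high value at 0 reads from those with a low one. The first principal component held 49.0% of the variance and followed the value at 0 reads with a Spearman's rho of 0.829 (exact permutation p = 0.0583, 0.0583 after Benjamini-Hochberg adjustment over the 2 relations tested) and a Pearson's r of 0.862 (exact permutation p = 0.0278, adjusted p = 0.0278). cKO replicates 3 and 4 were the libraries farthest from the median value at 0 reads. Without them Pearson's r was −0.135 and Spearman's rho 0.4 over the 4 libraries left. Pearson's r thus rests on cKO replicates 3 and 4, while rho was lower and kept its sign. The component also had the genotypes apart, and strength of enrichment and genotype cannot be told apart on it.

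The value at 0 reads also went with the CpG pattern inside genotypes. Over the 6 libraries, its Spearman's rho with the CpG trend of a library's deviation from the other libraries of its genotype was −0.886 (exact permutation p = 0.0333, adjusted p = 0.0583), and Pearson's r was −0.858 (exact permutation p = 0.025, adjusted p = 0.0278). Without the points of cKO replicates 3 and 4, r was −0.864 over 4 libraries. The deviation of cKO replicate 1 was still taken from replicates 3 and 4, so this value cannot show that the relation holds without them. Deviations within a genotype depend on one another, which these p-values do not take into account. The weaker enrichment of cKO replicates 3 and 4 may therefore contribute to gains at CpG-rich and losses at CpG-poor windows. cKO replicate 1 minus WT replicate 1, with nearly equal values at 0 reads, had a rho of 0.191 with CpG content. Against WT replicates 4 and 2, whose values at 0 reads were lower, rho was 0.119 and 0.0770. These values argue against weaker enrichment as the whole cause. They all rest on 1 cKO library and cannot exclude it as the whole cause of the CpG pattern. Input coverage was not the source, since the log2 input ratio of cKO over WT was not higher at gain than at loss windows (a difference of −0.0175, permutation p by shifts = 0.0590). Gain windows were low and loss windows high in WT. A narrower range of values in the cKO would lower high windows and raise low ones everywhere. Over windows not called, the level in WT replicate 1 had a rho of −0.177 with the change from WT replicates 2 and 4, and rho was between −0.193 and −0.128 for the single cKO libraries. This is the direction that a narrower range would give, but a lower correlation with WT replicate 1 gives it too. The SD over all windows was 1.49, 1.79 and 1.70 normalized RPKM in cKO replicates 1, 3 and 4. In WT replicates 1, 2 and 4 it was 1.46, 1.55 and 1.60 normalized RPKM. This argues against a narrower range in cKO replicates 3 and 4, while cKO replicate 1 lay among the WT libraries. A narrower range also keeps the order of windows and so was not the whole cause. In each cKO library, left out of the calls with an intensity trend, the median of gain windows was above that of loss windows, by 1.11 (replicate 1), 1.85 (replicate 3) and 1.74 (replicate 4) normalized RPKM. In the WT libraries left out in the same way the difference was −1.31, −0.778 and −1.56 normalized RPKM in replicates 1, 2 and 4. A redistribution of H3K4me3 upon loss of SETD1B remains open beside the strength of enrichment.

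More windows were called without cKO replicate 1 than with it. At the 5000 windows with the smallest p without it, cKO replicate 1 carried 63.1% of the change, against 75.3% and 89.4% for cKO replicates 4 and 3 when each was left out in the same way. The criterion for this value was set after it was seen. A smaller loss of SETD1B in that pool and a different strength of enrichment cannot be told apart with 1 library.

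Gain windows lay in runs of neighbouring windows more often than randomly placed windows did, with 831 windows (27.1%) in runs and a longest run of 6. There were 2591 runs against at least 3031 in 10000 random placements (permutation p = 1e-04, the smallest they can give). Random placement ignores that neighbouring windows are not independent, so these p-values say nothing about the effect of the genotype. Of the loss windows, 470 (19.0%) lay in runs, with a longest run of 5 (permutation p = 1e-04, the smallest possible). Without cKO replicate 3 the share of loss windows in runs was 8.02%. Stretches of altered input coverage did not account for the runs, since the log2 input ratio of gain windows in runs was 0.0049 above that of single gain windows (permutation p = 0.721). No biological explanation was tested.

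On the X chromosome 338 windows lost and 23 gained H3K4me3. Loss was called in 0.989% of its windows against 0.418% elsewhere, and gain in 0.0673% against 0.596%. Of all reads in windows, the X chromosome held 4.60%, 4.59% and 4.36% in cKO replicates 1, 3 and 4, and 5.64%, 5.48% and 5.72% in WT replicates 1, 2 and 4. The mean share was 4.52% ± 0.135 in cKO and 5.61% ± 0.122 in WT (SD, n = 3; exact permutation p = 0.1, the smallest possible). This is a change of −19.5%, where autosomes changed by between −4.83% and 6.51%. H3K4me3 was lower in cKO in 83.8% of the windows of the X chromosome and in 18 of its 18 bins of 10 Mb. The share of input reads on the X chromosome changed by −1.22%, which argues against a difference in copy number. CpG content did not account for the losses, since the highest share of loss windows among 1000 draws of autosomal windows matched on CpG content was 0.587%, against 1.03% on the X chromosome. With the value at 0 reads as a covariate, 88.8% of its windows with an unadjusted p under 0.05 decreased, against 45.4% on autosomes, which argues against weaker enrichment as the cause. In the fit without the covariate this share was 95.1%, and 90.6% to 97.6% with 1 library left out. The fit with the covariate was not repeated with libraries left out. A lower share of H3K4me3 on the X chromosome upon loss of SETD1B stays open as a hypothesis, found and tested on the same 6 libraries. Other differences between the pools of oocytes, such as cells of another type, were not tested. The paper's text does not report it.

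At the promoter windows of the Hox genes, 40 of 40 windows were higher in cKO, with 5.33 ± 0.0684 normalized RPKM (SD, n = 3) in cKO and 3.75 ± 0.144 normalized RPKM (SD, n = 3) in WT. The difference of 1.58 had an adjusted p of 3.9e-17 with camera and of 4.2e-04 with fry in limma. With fry it did not pass with the replicate number as a block (0.0761, with 1 residual degree of freedom) or on the log2(RPM + 0.5) scale (0.307). Of the 10 splits of the libraries, only that by genotype gave as small a camera p for the Hox genes (7.8e-18, unadjusted, in limma). The other 9 splits gave camera p from 2.5e-06 to 0.0368 in limma. Each of them still had more cKO libraries on one side than on the other, so part of a genotype difference remains in it. Their small p therefore cannot tell whether the result depends on the genotype. The highest difference among 10000 draws of promoter windows matched on CpG content and WT level was 0.909. The draws did not keep neighbouring windows together, so their spread is too narrow to exclude CpG content. In cKO replicate 1, with an enrichment like that of WT replicate 1, the difference from the WT mean was 1.52. This argues against weaker enrichment, but it rests on 1 cKO library. More H3K4me3 at Hox promoters upon loss of SETD1B stays open as a hypothesis from the same data, and cells of another type were not tested.

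PRAME family promoters, which belong to paralogs that can share reads, were lower in cKO, with 5 of 18 windows higher and means of 2.45 ± 0.0982 and 3.03 ± 0.0530 normalized RPKM (SD, n = 3). The difference of −0.58 had an adjusted p of 0.0108 with camera and 0.00106 with fry in limma, and 0.0650 with camera without cKO replicate 1. Of the 18 PRAME genes, 13 lie on chromosome 4, so the preset correlation of camera may be too low for them as well. Of the 10 splits, 1 gave as small a camera p for the PRAME family, and the others gave 0.0626 or more in limma. Olfactory and vomeronasal receptor promoters (1937 windows) differed by −0.33 (camera adjusted p = 7.1e-06 and fry adjusted p = 0.186 in limma). Of these receptor genes, 533 lie on chromosome 7 and 372 on chromosome 2, which limits the camera p in the same way. On the log2(RPM + 0.5) scale their difference was 0.0097, which was below the 0.0291 of all promoter windows. Of the 10 splits, 1 gave as small a camera p for this family too, but the others went down to 1.2e-05 in limma. F-box promoters differed by −0.19 (camera adjusted p = 0.326 in limma) and ribosomal protein promoters by 0.025 (camera adjusted p = 0.781 in limma). All promoter windows differed by 0.0090 normalized RPKM. No biological explanation was tested.

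None of the other genes that the paper names was called at its promoter window. The adjusted p in limma ranged from 0.0565 for *Kmt2a*, with a difference of 2.203 normalized RPKM, to 0.881 for *Kmt2b*, with 0.14. The differences were 0.15 for *Setd1a*, −1.27 for *Kmt2c*, 0.61 for *Kmt2d*, 1.08 for *Cxxc1*, −1.46 for *Wdr5*, −0.50 for *Rbbp5*, 0.97 for *Ash2l* and −0.22 for *Dpy30*. They were 1.85 for *Dnmt3a*, 0.87 for *Dnmt3b* and −2.05 for *Dnmt3l*. The zona pellucida genes, which the paper does not name, were not called either and differed by −1.80 (*Zp1*), −2.65 (*Zp2*) and −0.90 (*Zp3*). *Zp2* was called with an intensity trend (adjusted p = 0.0299 in limma).

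At the promoter window of *Gdf9*, on chromosome 11 from 53430001 to 53435000, H3K4me3 was 10.7 ± 1.65 normalized RPKM in cKO and 7.46 ± 0.427 normalized RPKM in WT (SD, n = 3). The difference of 3.24 had an adjusted p of 0.0598 in limma. The input libraries held 151 reads there in cKO and 92 in WT, a ratio of 1.60 after scaling to library size (Fisher's exact test, p = 3.1e-04). That test takes the reads of both libraries of a genotype together as independent molecules, so its p covers counting error only. It was at percentile 99.2 of 501800 windows. If the *Gdf9*-Cre transgene carries *Gdf9* promoter sequence, extra copies of it in the cKO are a candidate explanation for the higher H3K4me3. A change at the endogenous promoter remains open.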
